A study of Homo sapiens with 18 samples. Its data were reported in "GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation" (2022).

How the data were processed

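Cap analysis of gene expression (CAGE) captures RNA by its 5′ cap and sequences the first bases, so that each tag marks a transcription start. The series holds 18 CAGE libraries of the human induced pluripotent stem cell line 201B7. The cells were kept in a feeder-free culture system and differentiated toward definitive endoderm (DE) with a commercial kit. RNA was taken before differentiation (0 h), at 48 h and then every 6 h up to 72 h, with 3 libraries per time point per the labels.

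The authors reverse-transcribed total RNA, biotinylated and captured the caps, ligated linkers and sequenced single-end reads on an Illumina HiSeq instrument. They mapped the tags to the human genome hg19 with STAR. The version and the mapping filters were not stated. The authors deposited 1 position table per library, with the raw count of tags whose 5′ end lies at each position and strand. They also deposited a table of tag counts per FANTOM5 transcription start site peak, scaled to the tags inside all peaks of the table (CPM), which they call TPM and which has no length term. FANTOM5 is a public atlas of human CAGE peaks, in which p1@GATA6 is the first peak named for GATA6. Replicates were not pooled. All columns of the table belonged to a sample of the series, and 0 columns were left unmapped.

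The deposited TPM values were whole multiples of what 1 tag is worth in a library, for 100% of values within a tolerance of 6e-06 TPM. The tags inside peaks recovered from this step ran from 11230513 to 13869409 per library. Of the 201802 peaks, 101893 carried coordinates in their name. The tags counted at those coordinates equalled the recovered tags in all 101893, of which 26821 held at least 1 tag. The other 99909 peaks were named only for a gene or transcript. They were placed by searching the position tables for a run of positions whose tags matched the peak in all libraries, within a width of 1000 bp. This placed 48440 of the 64621 that held a tag. They held 99.97% of the tags of the named peaks, and 47539 of them matched 1 run only. Tested on the 26821 peaks with known coordinates and at least 1 tag, the search placed 11498, all overlapping the named interval, and left the others unplaced.

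The reference was GRCh37 with the GENCODE v44 annotation lifted to that build. All 25 chromosome names of the position tables were present in it, and 24 had their last position inside the reference length. The mitochondrial chromosome was the exception, and no mitochondrial coordinate is given. Of 16106 p1 peaks placed from their tags, 94.6% lay within 100 bp of an annotated transcript start. All coordinates are hg19 and 1-based.

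Gene counts were the tags inside the placed peaks on the strand of the peak, summed over the peaks named for the gene, as the authors summed TPM. Gene names are those of the peak table. The 19892 gene names entered, and 8168 transcript accessions were left out. The 654 peaks that name several genes counted for each of them and held 6.11% of the tags. Genes that share sequence with near-identical copies are uncertain, since the mapping could split their tags. This applies to POU5F1 and POU5F1B, IGHG2 and the other IGHG genes, LEFTY2 and LEFTY1, the histone genes, and GAPDH and ACTB with their pseudogenes.

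Levels are given as the authors' TPM summed per gene, as mean ± SD over 3 libraries. Differences were tested with edgeR 4.0.16 in R 4.3.3 on the counts, with the quasi-likelihood F test, TMM factors and the tags inside all peaks as the library size. filterByExpr kept 13359 genes. All 18 libraries shared 1 estimate of the spread, with the time point as a factor. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1. The time-course test asked for any difference among the 6 time points at an adjusted p under 0.05. There were 10 comparisons, namely each later time point against 0 h, each interval of 6 h, and 72 h against 48 h. Every adjusted p is from edgeR with the Benjamini-Hochberg method over the features of 1 comparison. Standard errors were derived from the log2 fold change and the F value. With 3 libraries against 3, a permutation test of a single gene cannot go below 0.10, so none was run.

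Promoter usage was tested with diffSpliceDGE of edgeR on peaks named for 1 gene, in genes with at least 2 peaks kept by filterByExpr. Tags more than 100 bp from any peak on the same strand were joined into clusters. Positions with at least 3 tags over the 18 libraries were joined when at most 20 bp apart. The clusters were tested with the total tags of the library as its size and no TMM factor. Peaks named by coordinates only were tested with the factors of the gene fit. The share of tags inside peaks was compared over the time points with a permutation test of the F ratio with 100000 resamples.

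The tests across genes, peaks and clusters were tested on simulated data in which 200 features were changed, and the permutation test of the share in peaks was not. The changed features were drawn from those above a least mean count, and all planted changes exceeded 1 on the log2 scale. Recovery of smaller changes, or of changes in features with few tags, was therefore not tested. Simulated as 72 h against 0 h on 13359 genes, the gene fit recovered 200 of 200 with 0 false calls. DESeq2 1.42.0 recovered 198 and limma 3.58.1 recovered 194 there. Over the simulated time course the fit recovered 200 with 19 false calls. The promoter usage test on 7727 genes recovered 192 with 5 false calls. The cluster test on 12725 clusters recovered 197 with 7 false calls, and the test of 3118 peaks without a gene name recovered 196 with 7.

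The comparisons, the tests, the rule for named genes and most alternatives were chosen before the data were examined. The rule named a fixed list of 23 genes. It also named the 5 largest changes each way at 72 h against 0 h and the 2 largest each way at 48 h against 0 h and in each interval of 6 h. These needed at least 10 TPM in the higher group and libraries that did not overlap between the groups. It named the 5 transient genes with the largest summed changes among those with at least 10 TPM at 48 h. It further named the 3 genes with the smallest p for promoter usage, the 2 clusters changed most each way with a mean of at least 1 CPM, and all peaks of GATA6.

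Alternatives were median-of-ratios factors, library totals alone, no filter on low counts, DESeq2, and limma-trend on log2(TPM + 1) or log2(TPM + 0.1). Others were the replicate number as a block, leaving out peaks that name several genes, p1 peaks only, only the compared time points, a log2 fold change of at least 2, and leaving out each library in turn. The cluster and usage tests had alternatives for distance, filter, factors and least share of a peak. After the data were seen, fits on all recovered tags and fits without single positions described in the report were added. The fit on recovered tags tested 13410 genes and called 2506 of them at 72 h against 0 h.

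Sequencing depth was 13697716 to 16902027 tags per library. Counting intervals are 95% intervals for ratios of pooled tags, from the exact binomial method (Clopper-Pearson). Where a group held no tag, a floor of 3 counts over the group was used. Intervals and floors cover counting error only. The labels on the deposited files put the 3 replicates of each time point in 3 sequencing lanes, with the same replicate number in the same lane. They also gave the 3 libraries of a time point 1 library index, so index and time point cannot be told apart. Libraries of a time point differed by more than sampling noise in each pair, with a chi-square per degree of freedom of 1.65 to 6.65. This argues against 1 library sequenced in 3 lanes. It cannot tell separate cultures from separate libraries of 1 RNA. Each library was counted as a replicate because the paper states 3 biological replicates. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.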

Results

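To follow the transcriptome during the differentiation of induced pluripotent stem cells (iPSCs) into DE-like cells, transcription starts were measured by CAGE in the line 201B7. Libraries came from undifferentiated cells (0 h), from 48 h, and from every 6 h after that up to 72 h, which made 6 time points with 3 libraries each and 18 in total. Sequencing depth was 13697716 to 16902027 tags per library, with a median of 15275176. At 0 h the replicates held 15787242, 14557688 and 14961744 tags. At 48 h they held 16902027, 16676173 and 16052742, and at 54 h 15722626, 14291113 and 14572886. The 60 h replicates held 15927485, 13697716 and 14805159 tags. The 66 h replicates held 15086488, 14030817 and 14649200, and those at 72 h 16797309, 15463863 and 15535466. Replicates were close, with a common biological coefficient of variation of 0.0446 across genes.

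The share of tags inside FANTOM5 peaks was compared first, as a measure of library quality. It ran from 81.6% to 82.7% over the libraries. The means were 81.9% ± 0.199 at 0 h, 82.2% ± 0.190 at 48 h, 82.5% ± 0.172 at 54 h, 82.1% ± 0.181 at 60 h, 82.1% ± 0.162 at 66 h and 82.5% ± 0.282 at 72 h (SD, n = 3 each). A permutation test of the F ratio over the time points, one-sided by construction, gave p = 0.0144. With peaks extended by 100 bp the permutation p was 0.0840, so the difference did not hold under that choice.

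Over the whole time course, 12124 of 13359 tested genes (90.8%) varied at an adjusted p under 0.05 (edgeR). Many of these changes were small. The largest fitted difference between time points had a median of 0.65 on the log2 scale, and 3805 of the genes reached a difference of at least 1. The alternative that moved this count most was the p1 peak of each gene alone, with 11183 of 12666 genes in the time course.

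The factors at the centre of the study, GATA6 and GATA4, were examined at every time point. GATA6 stood at 10.3 ± 0.943 TPM at 0 h, 45.5 ± 2.28 at 48 h, 119 ± 6.51 at 54 h, 264 ± 20.7 at 60 h, 366 ± 20.4 at 66 h and 512 ± 7.02 at 72 h (mean ± SD, n = 3). The log2 change from 0 to 48 h was 2.14 (SE 0.09, edgeR adjusted p = 9.6e-19). The 6 h intervals that followed gave log2 changes of 1.52, 1.05, 0.44 and 0.49. Each was past an adjusted p of 0.05 (edgeR), with all 3 later libraries above all 3 earlier ones, and the first and second reached the threshold of 1. Without 60 h replicate 1, the change from 54 to 60 h was 0.997 and fell short of the threshold. At 72 h the GATA6 level was 49.9 times that at 0 h, with a counting interval of 45.04 to 55.31.

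GATA4 was lower throughout and rose later. Its level was 1.69 ± 0.418 TPM at 0 h and 1.55 ± 0.410 at 48 h, a difference within the spread of the replicates (log2 change -0.14, SE 0.28, edgeR adjusted p = 0.682). The sign of that difference turned without 48 h replicate 1, where the log2 change was 0.034. It then stood at 2.66 ± 0.297 at 54 h, 6.38 ± 0.584 at 60 h, 29.0 ± 4.71 at 66 h and 53.2 ± 0.982 at 72 h. The largest step was from 60 to 66 h, with a log2 change of 2.15 (SE 0.12, edgeR adjusted p = 4.7e-14, higher in 3 of 3 libraries). The change from 54 to 60 h was 1.17 and also past the threshold. The changes from 48 to 54 h (0.91) and from 66 to 72 h (0.88) were not. They reached 1.09 without 48 h replicate 3 and 1.02 without 66 h replicate 1. GATA3 held 24, 12, 10, 20, 37 and 9 tags at the 6 time points in order and was left out by the filter on low counts. With no filter its log2 change at 72 h against 0 h was -1.45 (edgeR adjusted p = 0.0153).

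**Figure D1:**
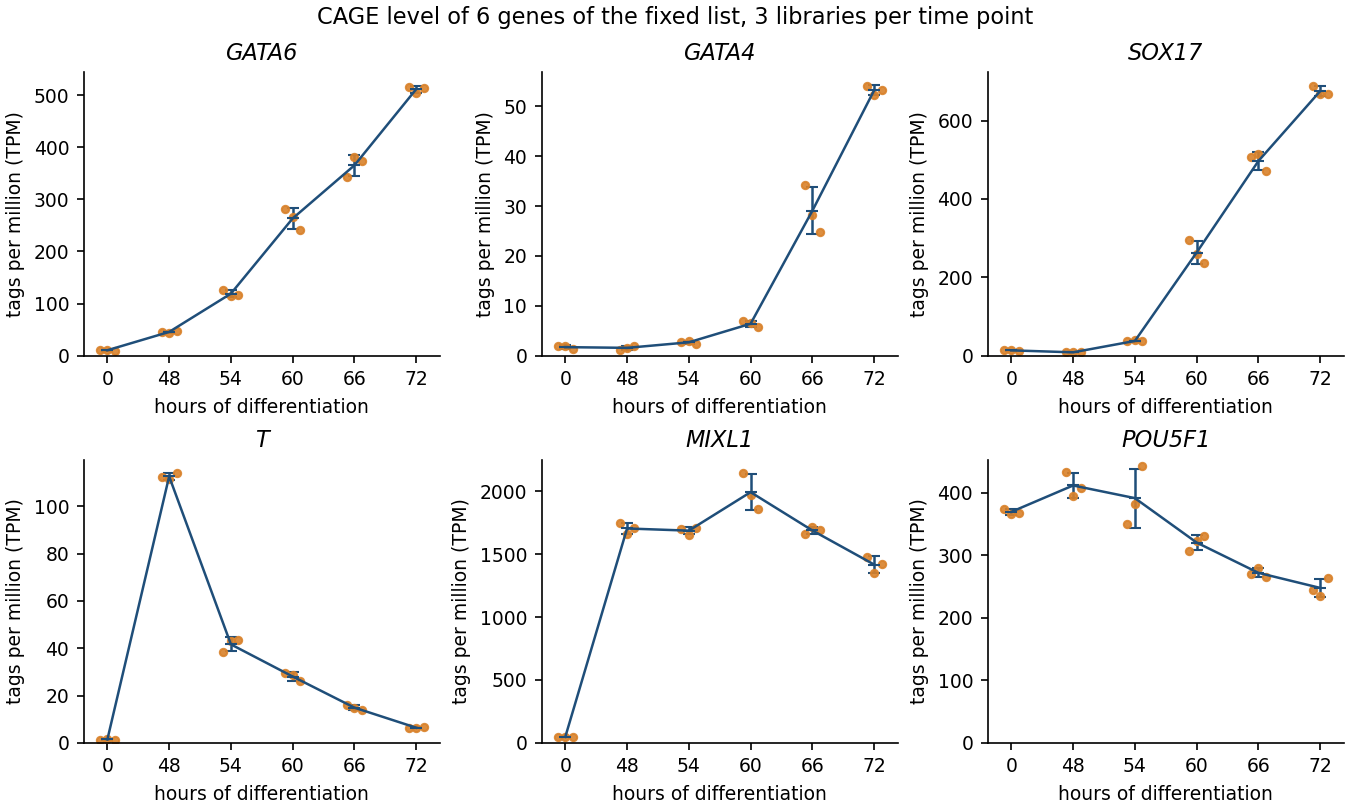
Levels in TPM (vertical axis, linear from 0, own scale per gene) of 6 genes of the fixed list at each time point (hours, evenly spaced on the horizontal axis, not to scale), with 1 point per library and a line through the means with SD bars. GATA6 rose from 10.3 to 512 TPM and SOX17 from 13.3 to 675, while T reached 113 TPM at 48 h and stood at 6.399 at 72 h.

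The most abundant GATA6 peak, p1, lies on chromosome 18 at 19749542 to 19749556 on the plus strand, in the untranslated part of exon 1. The antisense gene GATA6-AS1 overlaps it on the other strand, and tags were counted by strand. It held 73.2% of the tags of the gene over all libraries. The most used start was 19749550, with 88.6% of the p1 tags at 72 h and 87.5% at 0 h. The reference sequence from 20 bases before this start to 20 bases after it is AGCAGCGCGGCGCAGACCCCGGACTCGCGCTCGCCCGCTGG. Peaks p2 (19749387 to 19749404), p3 (19749518 to 19749531), p4 (19749354 to 19749367), p5 (19749505 to 19749515) and p11 (19749406 to 19749412) lie just upstream, outside annotated genes on that strand. Peak p10 (19750953 to 19750980) lies in an exon of another GATA6 transcript, and p9 (19751306 to 19751321) in coding exon 2. At 72 h, p1 stood at 389 ± 2.42 TPM, p2 at 65.1 ± 3.92 and p3 at 33.0 ± 0.656. Peak p5 stood at 12.4 ± 0.980 TPM and p4 at 8.37 ± 0.424. Peaks p11, p10 and p9 stood at 1.76 ± 0.365, 1.30 ± 0.163 and 1.21 ± 0.531 TPM. The share of p1 was 77.7% at 0 h and 75.9% at 72 h. Between 0 h and 72 h, no change in the use of the 8 peaks was detectable at this depth (edgeR diffSpliceDGE, adjusted p = 1.0). The change of p1 relative to the gene was -0.024 as a natural logarithm. The 0 h libraries held only 381 GATA6 tags. The use differed in between, at time points singled out after their values were seen. The share of p1 was 66.6% at 48 h (65.2% to 69.5% over the libraries), 70.2% at 54 h (68.3% to 73.2%), 70.6% at 60 h (68.9% to 71.4%) and 72.5% at 66 h (70.4% to 74.7%). Peak p3 held 4.72% at 0 h (2.61% to 6.21%), 14.4% at 48 h (11.2% to 16.0%), 9.82% at 54 h, 8.41% at 60 h, 6.93% at 66 h and 6.44% at 72 h (6.396% to 6.476%). No library at 48 h overlapped those at 0 h or 72 h in either share, while the p1 shares at 54 h and 60 h overlapped those at 48 h. The differences were not tested with a model. GATA4 has its main peak on chromosome 8 at 11561685 to 11561750 on the plus strand, in the untranslated part of exon 1.

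**Figure D2:**
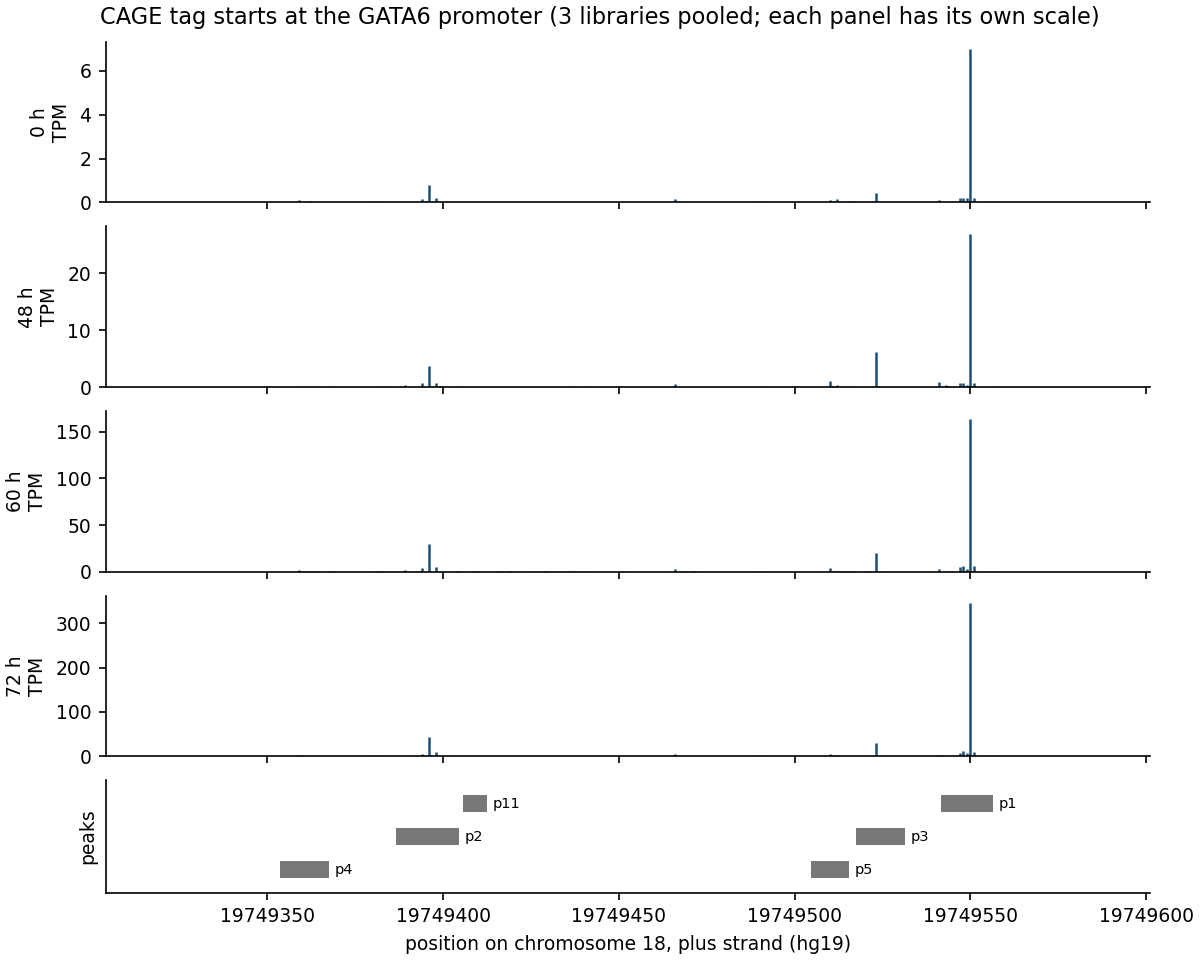
Tag starts at the GATA6 promoter on chromosome 18 (horizontal axis, hg19 position on the plus strand) in TPM (vertical axis, own scale per panel) at 0, 48, 60 and 72 h, pooled over 3 libraries each, with the FANTOM5 peaks as bars in the lowest panel. Position 19749550 was the most used start of p1 at 0 h and at 72 h.

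The fixed list of 23 genes was compared between 72 h and 0 h. Of the 21 tested genes, 12 were called, 9 higher and 3 lower, and the count was also 12 when adjusted over the list alone. An adjusted p under 0.05 was reached by 18 genes, both over all genes and adjusted over the list alone. The DE genes rose, with log2 changes of 5.66 for SOX17, 4.78 for CXCR4 and 4.06 for FOXA2. SOX17 went from 13.3 ± 1.67 to 675 ± 12.2 TPM (SE 0.08, edgeR adjusted p = 1.4e-30), from a peak on chromosome 8 at 55370488 to 55370503 on the plus strand, in the untranslated part of exon 1. Its level first fell to 8.31 ± 0.372 TPM at 48 h (log2 change -0.69, edgeR adjusted p = 1.2e-05, lower in 3 of 3 libraries). From 48 to 72 h its log2 change was 6.35. CXCR4 also stood lower at 48 h than at 0 h, with a log2 change of -0.89 (edgeR adjusted p = 0.000285). The primitive streak genes EOMES, MIXL1 and T were higher at 72 h than at 0 h by log2 changes of 4.98, 4.90 and 2.18. MIXL1 had reached 1705 ± 44.5 TPM at 48 h, from 47.4 ± 2.92 at 0 h, and stood at 1418 ± 64.9 at 72 h. EOMES stood at 251 ± 15.0 TPM at 48 h and 371 ± 11.4 at 72 h. GATA4, GATA6 and TET2 (1.68) completed the genes called higher.

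Among the pluripotency genes, SOX2 was called lower, with a log2 change of -2.21 (SE 0.08, edgeR adjusted p = 7.2e-20, lower in 3 of 3 libraries). NANOG changed by -0.92 and POU5F1 by -0.57, both past an adjusted p of 0.05 (edgeR) and short of the threshold of 1. Both stood higher at 48 h than at 0 h. NANOG went from 24.1 ± 2.77 to 36.5 ± 3.75 TPM (log2 change 0.60, edgeR adjusted p = 6.8e-06) and POU5F1 to 411 ± 20.1 (0.15, edgeR adjusted p = 0.0246), with 3 of 3 libraries higher in each. NANOG at 72 h passed the threshold without 72 h replicate 1 (-1.02) and with its p1 peak alone (-1.10). POU5F1 went from 369 ± 4.45 to 248 ± 14.3 TPM. Of the DNA methyltransferases, DNMT3B fell from 1128 ± 35.9 to 343 ± 7.76 TPM (log2 change -1.71). DNMT1 and DNMT3A changed by -0.67 and -0.51, and the p1 peak of DNMT3A alone by -1.26. TET1 did not change detectably (-0.059, edgeR adjusted p = 0.486), and TET3 changed by 0.51 (edgeR adjusted p = 0.0155, higher in 3 of 3 libraries). At 48 h TET3 stood lower than at 0 h, by a log2 change of -1.27 (edgeR adjusted p = 4.4e-05, lower in 3 of 3 libraries). There TET1 stood higher, at 63.6 ± 5.33 TPM against 44.2 ± 2.42 at 0 h (log2 change 0.52, edgeR adjusted p = 2.4e-07, higher in 3 of 3 libraries). The control genes GAPDH and ACTB changed by -0.065 (edgeR adjusted p = 0.299) and -0.25 (adjusted p = 3.7e-05, lower in 3 of 3 libraries), with the same sign under each scaling tried. ACTB was not stable in between, and stood at 8321 ± 362 TPM at 0 h and 4878 ± 53.5 at 48 h (log2 change -0.78, edgeR adjusted p = 2.9e-14, lower in 3 of 3 libraries). TBP changed by 0.074 (edgeR adjusted p = 0.427) and by -0.027 without 0 h replicate 1. AFP held 144 tags at 0 h and 3 at 72 h, a ratio of 51.1 with a counting interval of 17.1 to 250.3. Its only peak with tags lies in coding exon 11, on chromosome 4 at 74316339 to 74316348 on the plus strand. That peak is 73 bp from an annotated transcript start. HNF4A held 1, 0, 0, 2, 1 and 9 tags at the 6 time points in order and was left out by the filter. With no filter its log2 change was 2.695 (edgeR adjusted p = 0.0404).

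To find the early response, 48 h was compared with 0 h. There were 1781 called genes, 369 higher and 1412 lower. The libraries of the compared time points did not overlap in 67.0% of the tested genes, where chance gives 10%. The alternative that moved the count most was a log2 fold change of at least 2, which left 554 genes. The lower calls gathered among genes of low level. The 10% of genes with the lowest mean, at most 1.69 CPM, had a median log2 change of -0.78 and 577 of the lower calls. The 10% with the highest mean, at least 151 CPM, had a median of 0.023 and 13 lower calls. Among lower calls, 497 genes had at least 10 TPM at 0 h, and among higher calls, 162 had at least 10 TPM at 48 h. The largest rises by the rule were in T, also named TBXT or brachyury (log2 change 6.31, SE 0.10, 1.43 ± 0.311 to 113 ± 1.36 TPM), and SP5 (6.25, SE 0.10, 6.14 ± 2.12 to 471 ± 15.1 TPM). Their edgeR adjusted p-values were 1.2e-28 and 8.4e-29, and all 3 libraries were higher. The most abundant T peak lies on chromosome 6 at 166581335 to 166581348 on the minus strand, and that of SP5 on chromosome 2 at 171571829 to 171571853 on the plus strand. The largest falls were in CXCL5 (-6.56, SE 0.16) and NPTX1 (-5.98, SE 0.13), with edgeR adjusted p-values of 3.7e-24 and 6.8e-26 and all 3 libraries lower.

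The later time points were also compared with 0 h. At 54 h 531 genes were higher and 1547 lower, at 60 h 765 and 1453, and at 66 h 959 and 1522. At 72 h there were 2478 called genes, 975 higher and 1503 lower, and libraries did not overlap in 71.7% of genes, where chance gives 10%. Genes called higher made up 20.7% of the calls at 48 h and 39.3% at 72 h. The difference between these shares was not tested.

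The 5 largest rises at 72 h by the rule were in IGHG2, SOX17, GATA6, FGF17 and BMPER, and all 3 libraries were higher in each. GATA6 had a log2 change of 5.64 (SE 0.08, edgeR adjusted p = 4.2e-31). FGF17 rose by a log2 change of 5.54, from 25.6 ± 1.87 to 1191 ± 14.4 TPM (SE 0.06, edgeR adjusted p = 6.1e-33). Its main peak lies on chromosome 8 at 21899899 to 21899901 on the plus strand, 8 bp from the annotated start. BMPER rose by 5.52, from 0.212 ± 0.158 to 10.4 ± 1.55 TPM (SE 0.28, edgeR adjusted p = 8.8e-17). IGHG2 changed by 6.76, from 0.190 ± 0.0534 to 21.6 ± 2.78 TPM (SE 0.25, edgeR adjusted p = 2.8e-20). Of its 849 tags at 72 h, 845 began at base 106110926 of chromosome 14, in coding exon 1 and 197 bp from an annotated start, so the value rests on 1 base. That base is among the 163 single positions described below, which as a set were unlike ordinary transcription starts. The 5 largest falls were in CXCL5, NPTX1, CA4, SFTA1P and LOC100506013, and all 3 libraries were lower in each. CXCL5 went from 44.7 ± 1.71 to 0.255 ± 0.0502 TPM (log2 change -7.40, SE 0.18, edgeR adjusted p = 1.4e-24), from a peak on chromosome 4 at 74864391 to 74864403 on the minus strand. NPTX1 changed by -6.26, CA4 by -6.20, SFTA1P by -6.11 and LOC100506013 by -5.64. Their edgeR adjusted p-values were at most 1.0e-19 except for CA4 (1.6e-17).

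The intervals of 6 h were then compared to locate the changes in time. From 48 to 54 h, 230 genes were higher and 117 lower. With library totals alone the median log2 change of all genes was -0.12, against 0.0062 with TMM factors, and 169 were higher and 166 lower. From 54 to 60 h, 163 were higher and 30 lower, and library totals alone gave 235 and 18. From 60 to 66 h there were 72 and 28, and from 66 to 72 h 48 and 41. The last became 74 and 48 without 66 h replicate 3 and 55 and 29 without 66 h replicate 1. Libraries did not overlap in 51.7%, 45.4%, 30.8% and 33.6% of genes in these intervals, where chance gives 10%. In all, 611 genes were called in at least 1 interval. Against 48 h, 1044 genes were higher and 557 lower at 72 h.

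**Figure D3:**
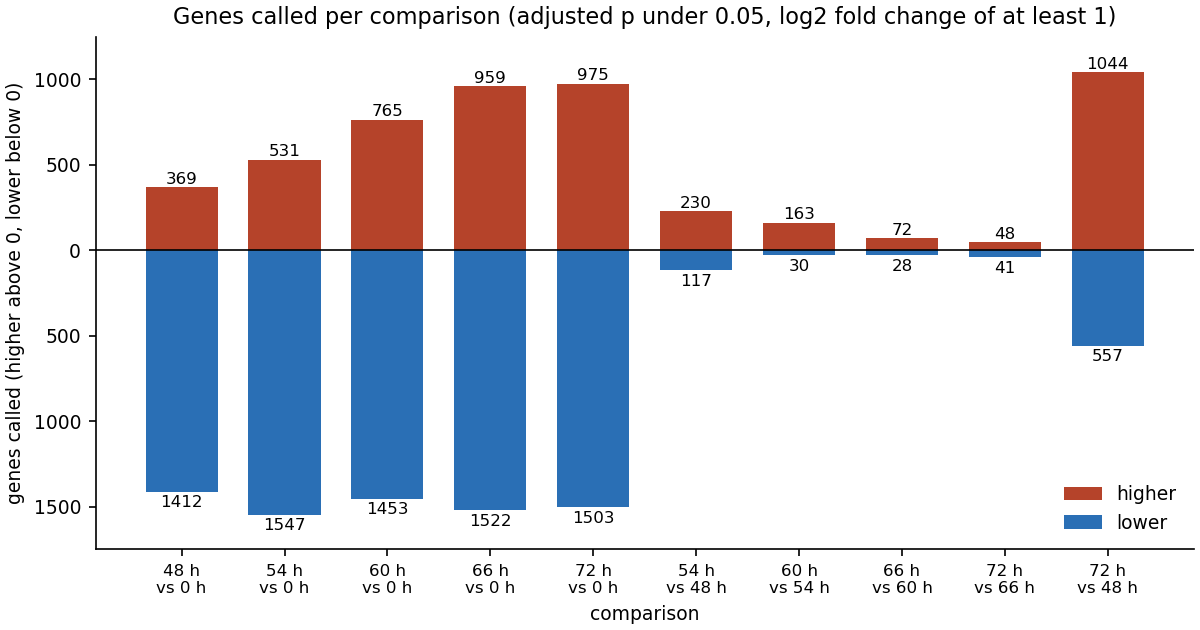
Number of genes called per comparison (horizontal axis, later against earlier time point), with genes called higher as bars above 0 and genes called lower as bars below 0. Lower calls ranged from 1412 to 1547 against 0 h, while higher calls ranged from 369 at 48 h to 975 at 72 h.

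In each interval, the 2 largest changes each way had libraries that did not overlap. From 48 to 54 h, LHX1 rose by a log2 change of 3.25 (8.85 ± 1.203 to 76.9 ± 9.56 TPM) and BMP2 by 2.64, while NKX1-2 and FOXB1 changed by -1.70 and -1.52. From 54 to 60 h, SOX17 rose by 2.73 (37.3 ± 2.08 to 263 ± 29.2 TPM) and RHOBTB3 by 1.84, while FOXB1 and LRAT changed by -1.89 and -1.48. From 60 to 66 h, LINC00261 rose by 2.30 (2.58 ± 0.540 to 13.2 ± 3.04 TPM) and GATA4 by 2.15, while HIST1H1A and HIST3H3 changed by -1.48 and -1.33. The edgeR adjusted p of these 12 changes was at most 8.0e-07, that of HIST3H3. From 66 to 72 h, LEFTY2 rose by 1.59 (108 ± 17.3 to 324 ± 41.8 TPM, edgeR adjusted p = 4.9e-14), and T changed by -1.21 (edgeR adjusted p = 1.7e-09). IGHG2 changed by 5.00 there, with the same limit of 1 base. INSIG1 changed by -1.01 (edgeR adjusted p = 1.8e-08) and lay at the edge of the threshold. It fell short of it without 66 h replicate 1 (-0.92) and in 3 more such fits, the nearest without 66 h replicate 2 (-0.98). INSIG1 also fell short in limma on log2(TPM + 1), with -0.995.

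Genes on for a short time were sought as those called higher from 0 to 48 h and lower from 48 to 72 h. The rule did not ask for a return to the level at 0 h. There were 61, of which 27 had at least 10 TPM at 48 h. In 5 sets of simulated data without change there were 0 each, but data with no changed gene hardly test this rule. Splits of the 9 libraries of 0, 48 and 72 h were counted after the result was seen. Among 100 splits the real one gave 59 genes, and the largest other count was 50. The transient genes named by the rule were T, FOXB1, SP5, GAD1 and LEF1. Their log2 changes from 48 to 72 h were -4.14, -4.89, -2.72, -2.47 and -2.49, after rises of 6.31, 4.61, 6.25, 5.23 and 4.52. The edgeR adjusted p-values were at most 3.4e-14 for the falls and 1.3e-17 for the rises, with 3 of 3 libraries in each direction. FOXB1 stood at 1.68 ± 0.371, 41.2 ± 1.05 and 1.38 ± 0.201 TPM at 0, 48 and 72 h.

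Since CAGE separates the promoters of a gene, promoter usage was compared between 72 h and 0 h. Of 7727 genes with at least 2 peaks, 2542 (32.9%) changed in the use of their peaks. Of these, 2173 were not called in total level. A call in level needs a log2 fold change of at least 1, while the usage call sets no least size. Not called thus does not mean unchanged in level. Among all tested genes, 6822 passed the adjusted p at 72 h against 0 h (edgeR) with a smaller change. The count was 1683 of 5353 when each peak needed 10% of the tags of its gene. The smallest p-values were those of DCTN1 (4.7e-64), COL1A1 (3.9e-61) and TPM1 (1.1e-60) in edgeR diffSpliceDGE. DCTN1 peak p2, on chromosome 2 at 74607395 to 74607460 on the minus strand, went from 1.07 ± 0.210 to 45.5 ± 3.22 TPM. Its share of the DCTN1 tags went from 0.461% to 14.2%, a relative change of 3.42 as a natural logarithm. COL1A1 peak p5 lies in an intron on chromosome 17 at 48277567 to 48277608 on the minus strand. Its share went from 0.180% to 9.09% (relative change 3.92 as a natural logarithm), while p1 fell from 1470.5 ± 37.6 to 75.5 ± 1.29 TPM. TPM1 peak p2, on chromosome 15 at 63340648 to 63340727 on the plus strand, went from 4.77% to 27.1% (relative change 1.73 as a natural logarithm).

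Transcription starts outside the FANTOM5 peaks were compared in the same way. The 254377 clusters held 5.83% of all tags, and 12725 were tested. At 72 h against 0 h, 1906 were higher and 1899 lower. Exons held 28.3% of the higher, 31.4% of the lower and 41.1% of the clusters that were not called. Introns held 21.4%, 21.2% and 18.3%, and the rest lay outside annotated genes on the same strand. The cluster filter moved the counts most, with 3343 higher and 3475 lower among 88528 clusters of at least 10 tags.

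The 4 clusters named by the rule were each 1 bp wide. Each belonged to 163 single positions whose tags lay almost all at 1 time point. The base 67897162 of chromosome 16, plus strand, in an intron of NUTF2, held 535, 560 and 451 tags in the 72 h libraries and none at 0 h, at least 488-fold higher. The base 40363645 of chromosome 19, minus strand, in an intron of FCGBP, held 187, 198 and 179 tags at 72 h and none at 0 h, at least 178-fold higher. The base 184777291 of chromosome 1, minus strand, in coding exon 10 of NIBAN1, held 508, 528 and 447 tags at 0 h and none at 72 h, at least 522-fold lower. The base 104780430 of chromosome 2, minus strand, outside annotated genes on that strand, held 225, 286 and 222 tags at 0 h and none at 72 h, at least 258-fold lower. The edgeR adjusted p-values of the 4 were at most 5.5e-16, and the difference was present in 3 of 3 libraries each. The 3 libraries of a time point shared 1 library index, so their agreement cannot separate a change in the cells from the index. The base on chromosome 19 had the 72 h index sequence in its first bases, and those on chromosomes 16, 1 and 2 did not have their own. As a set, the 163 positions were unlike ordinary transcription starts, as described below.

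**Figure D4:**
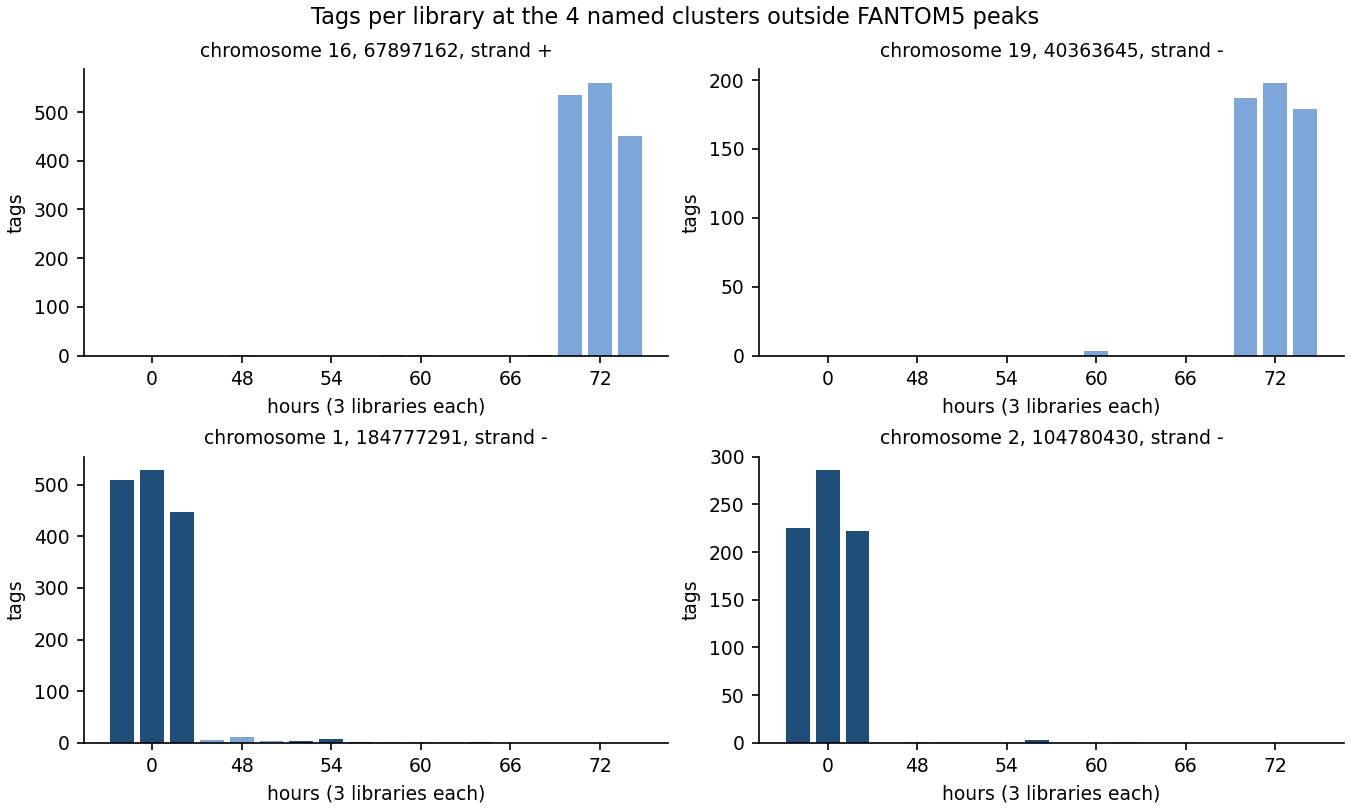
Tags (vertical axis, linear from 0) in each of the 18 libraries at the 4 named bases outside FANTOM5 peaks, grouped by time point (hours, horizontal axis, 3 bars each). At the base on chromosome 16 the 72 h libraries held 451 to 560 tags and no other time point held more than 3.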

Values the study reported

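By qRT-PCR, the study reported that GATA6 rose by greater than 1000-fold at 60 h relative to 48 h. For GATA4, it reported a 4-fold rise at 66 h relative to 48 h.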

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

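The test of single positions, the test of the share among peaks that were not called and the count over other splits were chosen only after the result was seen. Peaks of the FANTOM5 table that carry coordinates and no gene name entered no comparison of the report, yet many of them changed. Of 3118 such peaks tested, 595 were called higher at 72 h against 0 h and 490 lower (edgeR). These peaks held 0.918% to 1.06% of all tags in a library. With 3 libraries against 3 there are 10 splits, and 1 of them, the real one, gave as many calls. The largest other count was 0 (edgeR), or 18 at an unadjusted p under 0.05, against 885 for the real split in both cases, from a fit to those 6 libraries alone. With a smallest possible share of 1 in 10, chance cannot be formally excluded by that count.

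Tags inside exons of genes that rose could give such a rise. At least 32 of the 595 (5.38%) lay in same-strand exons of genes called higher. Genes were matched by name, so genes renamed in the annotation were missed. Any same-strand exon held 189 (31.8%), which argues against this source for most of the peaks. Among peaks that were not called, 0.885% lay in exons of genes called higher. This source thus remains a candidate explanation for those 32, and it is not excluded for the others of the 189. Of the single positions with tags at 1 time point only, 0 lay in the 595 peaks. Such a position needs at least 50 tags at its time point, and the 595 had a median of 65 tags at 72 h. The count therefore cannot exclude weaker positions of this kind. Of the 595, 296 (49.7%) lay outside annotated genes on the same strand, against 31.8% of the peaks that were not called. A change of transcription with differentiation stays open and was not tested further. The library index cannot be told apart from the time point at these peaks.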

How the results depend on the processing

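The fits on all recovered tags and those without the single positions were chosen only after the result was seen. At 72 h against 0 h, 2478 genes were called, and the fits with another scaling, filter or tool gave 1810 to 2965. The low end was limma on log2(TPM + 1) and the high end no filter on low counts. DESeq2 gave 932 higher and 1530 lower, of which 2430 genes were also called in the edgeR fit. Without single positions it was 973 and 1503.

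Some counts moved by more than 1.5 times. In limma on log2(TPM + 1), 48 h against 0 h gave 1142 genes, 72 h against 48 h 933, and the intervals of 6 h 98, 62, 28 and 14 in order, with 34 transient genes. The pseudocount by construction shrinks the changes of low genes. With log2(TPM + 0.1), 54 h against 48 h gave 170 higher and 160 lower, against 230 and 117. A log2 fold change of at least 2 by construction leaves fewer genes, namely 554, 691, 730, 865 and 839 at 48, 54, 60, 66 and 72 h against 0 h. It left 374 at 72 h against 48 h, 40, 18, 11 and 8 in the intervals, and 14 transient genes. Promoter usage fell to 1683 of 5353 genes when peaks needed 10% of the tags. Clusters fell to 2224 (935 higher and 1289 lower) when those within 500 bp of a peak on either strand were left out, and rose to 6818 with a filter of 10 tags, since fewer and more clusters were tested. With TMM factors of the clusters it was 2121 higher and 1710 lower, against 1906 and 1899. The share of tags in peaks no longer differed with peaks extended by 100 bp (permutation p = 0.0840), and the cause was not tested.

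Leaving out 1 library at a time gave 1786 to 1840 genes at 48 h against 0 h and 2522 to 2557 at 72 h against 0 h. The ranges were 320 to 351, 176 to 229, 87 to 106 and 83 to 122 in the intervals, and 60 to 69 transient genes. The balance from 66 to 72 h, 48 higher and 41 lower, moved to 74 and 48 without 66 h replicate 3 and to 55 and 29 without 66 h replicate 1. The time course gave 11935 to 12206, promoter usage 2165 to 2259 and the clusters 3874 to 3975. The fixed list gave 13 called genes of 22 tested, since the filter asks for fewer libraries then, and 14 without 72 h replicate 1, where NANOG passed the threshold (-1.02). The share in peaks gave permutation p = 0.00353 (without 72 h replicate 1) to 0.0399.

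Of 1376 values of named genes under alternatives, 1363 kept their direction and their side of the threshold, 6 were weaker, 5 stronger and 2 reversed. TBP at 72 h against 0 h turned to -0.027 without 0 h replicate 1, with up to 0.14 without others. GATA4 at 48 h against 0 h turned to 0.034 without 48 h replicate 1, with down to -0.35 without others. Neither had been past the threshold, and the cause was not tested. INSIG1, GATA6 from 54 to 60 h, NANOG, DNMT3A and GATA4 crossed the threshold of 1 in some fits, as given in the report.

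Libraries with the same replicate number deviated together only weakly. The correlation of their deviations from the time point means had a median of 0.033 over 45 pairs (-0.084 to 0.11), of which 36 were above 0 and 1 over 0.1. Over 90 pairs with different numbers the median was -0.013 (-0.13 to 0.12), with 31 above 0. With the replicate number as a block, 48 h against 0 h gave 367 higher and 1414 lower (1781 in all) and 72 h against 0 h 976 and 1504. It changed no call of a named gene.

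Depth limited the low genes. HNF4A held at most 9 tags at a time point and GATA3 at most 37, and the filter on low counts left both out. With no filter, all 23 genes of the fixed list were tested and 14 called at 72 h against 0 h, 10 higher and 4 lower. They then included HNF4A (log2 change 2.695, edgeR adjusted p = 0.0404) and GATA3 (-1.45, edgeR adjusted p = 0.0153). GATA3 also entered the fit on recovered tags (-1.43) and those without 1 library, with -1.26 to -1.69 and an edgeR adjusted p of up to 0.0494, and was called lower in each.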

Other observations

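In this part, the tests of clusters without the single positions, of copies made in 1 library, of lanes, of the scaling factors, of the genes that fell and rose again, and the counts over other splits were chosen only after the result was seen. Some bases of the genome held tags at 1 time point and almost none at the others, with few tags nearby. A base was kept with at least 50 tags in the 3 libraries of a time point, at least 90% of its tags after scaling for depth at that time point, and 90% of the tags of its window of 100 bp. This gave 163 bases, 33 at 0 h, 29 at 48 h, 28 at 54 h, 18 at 60 h, 19 at 66 h and 36 at 72 h. Each time point had its own library index, so the genome beside these bases was searched for it. The index sequence of the time point, as its reverse complement, was found in the first 14 bases at 35 of the 163. With time points shuffled among the bases, 7.05 were found on average (permutation p = 1e-05, the smallest that 100000 resamples can give). With at most 1 mismatch it was 40 against 16.0. The most common 8 bases after the start were TGACTGGA, at 29 bases (17.8%) and at 0 of 2000 ordinary positions. Either sequence was present at 58.

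Other sources were weighed for these bases. Copies of 1 molecule made in 1 library would put the tags in 1 library, but the highest share of 1 library was 59.1%. If the 3 libraries were 1 library sequenced in 3 lanes, their counts would differ by sampling noise alone, but the lowest chi-square per degree of freedom was 1.65. A pyrimidine before and a purine at the start were found at 38.7%, against 65.6% of ordinary positions (58.3% to 73.0% in draws of the same size), which argues against ordinary transcription starts for the set as a whole. A candidate explanation is that primers carrying the index started cDNA or second strands at matching genomic sequence. For the bases with neither sequence the source stays open. Beyond ordinary transcription starts, no biological explanation was tested. Only 2 of the 163 lay inside a peak of the table, in IGHG2 and WNT10B, so gene counts were hardly touched.

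The same index was sought in the clusters outside peaks. Of 151 narrow clusters, of at most 2 bp, called higher at 72 h, 15 had the 72 h index in the first bases, and of 317 called lower, 9 had the 0 h index. Most of these held single positions already counted above. Without such clusters, the 72 h index was found in 11 of 1873 called higher (3 of 120 narrow and 8 of 1753 wider ones). The indexes of the intermediate time points were found in a mean of 0.75 (exact binomial p = 4.1e-06, one-sided, with each index taken as equally likely). The 72 h index was found in 21 of 8825 clusters that were not called (Fisher's exact p = 0.0164, one-sided), and for the wider clusters alone this second test gave p = 0.134. The 0 h index was found in 5 of 1861 called lower (2 of 284 narrow and 3 of 1577 wider ones), against a mean of 2 (exact binomial p = 0.0991, one-sided) and against 2 of 8825 that were not called (Fisher's exact p = 0.00245, one-sided). Counts this small with tests that disagree do not decide. The index sequence of the time point may be involved in a few of the clusters called higher, and the source of the others stays open. With the single positions left out, the rule named bases on chromosomes 5, 3, 7 and 17, again 1 to 2 bp wide, and 1875 clusters were higher and 1861 lower.

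The TMM factors of the 54 h libraries were 0.928 to 0.941, while those of all other libraries were 0.993 to 1.03. They lay below those at 60 h by 5.25% to 7.23% over the 9 pairs of libraries of these time points. Histone peaks took a larger share at 54 h, but this lowered the tags of all other peaks by at most 1.2001% in any pair, which argues against histone genes as the whole cause. The 100 peaks that gained most in a pair lowered the others by at most 2.80%, which argues against a few abundant peaks as the whole cause. A change spread over more peaks stays open, as does its origin in the cells or in the making of the libraries, and neither was tested.

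Beside the 61 transient genes, 381 genes did the reverse and fell from 0 to 48 h and rose from 48 to 72 h. Most were of low level, with median levels of 3.58, 0.859 and 3.27 TPM at 0, 48 and 72 h, and 94 had at least 10 TPM at 0 h. Of the 381, 280 were not called at 72 h against 0 h. A wrong scaling factor moves all genes of a library alike, but the median log2 change at 48 h of the 10% of genes with the lowest level differed by -0.80 from that of the 10% with the highest level (-0.85 to -0.78 without 1 library), which argues against scaling of the libraries. A lower background at 48 h would show as fewer tags away from peaks, but tags farther than 100 bp from a peak made up 7.51% ± 0.219 there and 7.63% ± 0.173 at 0 h. A fit to the 9 libraries of 0, 48 and 72 h alone gave 377 such genes. In 100 random splits of those libraries, 1 gave as many as that, the real one, and the largest other count was 282. A drop of lowly expressed genes during early differentiation may be involved, as a hypothesis, and the index of the 48 h libraries cannot be told apart from the time point. The limma fit on log2(TPM + 1) gave 130 such genes and a log2 fold change of at least 2 gave 64.

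Other splits of the libraries were counted for the remaining results. For the time course, 1 of 100 splits gave as many genes, the real one, and the largest other count was 1709, so chance can be excluded there. For the transient genes it was 1 of 100, where the fit to the 9 libraries alone gave 59, with a largest other count of 50. For each of the 10 comparisons, for promoter usage and for the clusters, 1 of 10 splits gave as many calls, the real one, and the largest other count was 0 in each (edgeR). These fits used the 6 compared libraries alone, and their real split gave 76 to 2405 genes in the comparisons, 2574 for promoter usage and 2911 clusters, where the fit to all libraries had called 3805. At an unadjusted p under 0.05 the largest other count was 11 for the comparisons, where the real split gave 77 or more, 2 for promoter usage, where it gave 3071, and 64 for the clusters, where it gave 2914. The smallest share that 3 against 3 libraries allow is 1 of 10, so chance cannot be formally excluded by the count of splits.

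The ratio of GATA6 levels at 60 h to those at 48 h was 5.80 here. That is lower than the value quoted from the study above. The ratio of GATA4 levels at 66 h to those at 48 h was 18.7 here. That is higher than the value quoted from the study above. On the log2 scale the GATA4 ratio here was 4.23. The study shows its qRT-PCR changes on a log2 scale too, so a difference of scale is not excluded for GATA4.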
